A study of Mus musculus with 8 samples. Its data were reported in "Dietary Selenium Levels Affect Selenoprotein Expression and Support the Interferon-γ and IL-6 Immune Response Pathways in Mice" (2015).

How the data were processed

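Ribosome profiling sequences the stretches of mRNA that ribosomes protect from nuclease, so that a count of these footprints on a coding sequence measures how many ribosomes were translating it. Livers came from male FVB/N mice kept for 6 weeks on a selenium-deficient diet, called 0 Se, or on the same diet with 0.1 ppm selenium added, called 0.1 Se. The labels list 8 libraries from 4 mice, with 2 mice per diet and 2 libraries per mouse. Groups were taken from the sample titles. The mouse numbers are not shared between the diets, so they pair no samples.

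The values analysed here are those of a single table, the authors' own comparison of 0.1 Se against 0 Se, with 1 line per gene. According to the study's methods, adapters were trimmed, reads of ribosomal RNA were removed, and the remaining reads that aligned to a unique place with up to 2 mismatches were counted on the longest RefSeq isoform of each gene in the mm9 build of the mouse genome, leaving out the first 15 and last 3 codons. The authors then tested genes with over 1 CPM in at least 3 samples with edgeR. Its version, the test used in it, and the way the 2 libraries of a mouse were joined are not given in the sources used here. The fold change column holds a linear ratio of 0.1 Se over 0 Se that the authors computed in that tool, and the log2 fold change deposited beside it is its logarithm, to within a relative difference of 2.5e-09. The log2 CPM deposited for each gene is the authors' average abundance over all libraries, CPM standing for counts scaled to library size. The p-value and the adjusted p-value deposited for each gene are the authors', the second by the Benjamini-Hochberg method. The coding length column is in bases. Per-library counts were not used here, so no value is given for a single mouse, no SD or n accompanies a value, and the depth of each library is unknown.

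The number of tests behind the adjusted p-values was worked out from the p-value, the adjusted p-value and the rank of each gene. With 10398 tests the rank came out whole at each of 788 places checked and matched the rank in the table at all of them, up to a p-value of 0.35. The table holds 7500 genes with p-values up to 0.767, and 2898 tested genes have no line. A gene with no line was either not tested or had a p-value above 0.35, so it could not have been called, and it was not analysed here. A gene was called changed when the authors' adjusted p-value was under 0.05 and the fold change exceeded 1.5, the thresholds of the study. The table also holds 11 symbols that read as calendar dates, a known effect of spreadsheet software on gene symbols. The lowest adjusted p-value among them was 0.208, and none was named or placed in a list.

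The error behind each value was derived from the p-values. A standard error of the log2 fold change was taken as its size divided by the normal quantile of its p-value, and a 95% interval as the fold change plus and minus the normal 95% range of that error. Among genes with a log2 CPM under 3, many shared exactly the same p-value, as happens when whole numbers are compared with 1 dispersion for all genes. All 60 of the most repeated p-values, each shared by 8 to 30 genes, equalled the p-value of a 2-sided exact test of 2 whole sums, 1 per diet, under a negative binomial model with a single dispersion. The dispersion this gave was 0.0121 if each diet entered as 2 libraries, which is a biological coefficient of variation, the spread between mice relative to the mean, averaged over genes, of 0.11, and the coefficient would be 0.156 if each diet entered as 4. The match to whole sums was tested on 6507 genes with a p-value of at least 0.0001 and a total under 1500 footprints. With this dispersion, every one of them had a p-value that a pair of whole sums gives, within an absolute difference of 1.5e-09. After each p-value was changed by 0.01%, 0% did. Smaller p-values are given to 3 digits and could be matched only at that precision. A single pair of sums was found for 6702 genes, or 89.4% of the table; for 36 genes the nearest of several pairs was taken, and for 762 mostly abundant genes the sums were estimated from the fold change and the log2 CPM. These sums are footprints after the authors' adjustment to a common depth, rounded to whole numbers, and not raw reads. From 2495 genes they gave 7469288 adjusted footprints per diet. The log2 CPM values carried an offset of 7.82 counts, which is close to 2 counts for each of 4 libraries and differs from 2 for each of 8, so the repeat libraries of a mouse appear to have been joined before the test. Intervals of a ratio of sums are exact Clopper-Pearson intervals, and these cover counting error only. The exact test run again on the sums with the recovered dispersion called 107 genes, of which 107 were those of the deposited table, and 98.1% of p-values were within 1% of the deposited ones. The number of p-values under 0.05 that chance gives was the sum over genes of the exact test's probability of such a p-value given the gene's total, a lower bound because tests without a line were left out.

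The design fixed before the data were examined called for a quasi-likelihood test on counts of the 4 mice, with other normalizations, count filters and count tests, the first or the second library of each mouse alone, each library as a separate sample, each mouse left out in turn, and measures of agreement between mice and between the libraries of a mouse. These need counts per library and were not run. The authors' test stands in their place. Other fold-change thresholds, also fixed then, were run. Chosen after seeing the data were the exact test with other dispersions, a Bonferroni adjustment, a filter at a log2 CPM of 3 with p-values adjusted again, and a centring of the fold changes on abundant or on moderately abundant genes.

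Of 10 gene lists written before the data were examined, 4 were planned as set tests. These are the 24 selenoprotein genes named in the study's methods, 10 interferon-gamma genes that the study measured by qPCR, and 30 acute-phase genes of the liver. To them come the 18 genes printed as most raised on its lung arrays, whatever their function, called the lung interferon list here. The other 6 hold evening clock genes, morning clock genes, glucocorticoid-induced genes, unfolded protein response genes, Nrf2-regulated genes and leukocyte markers, all from general knowledge, with the study's printed gene tables known. Each list was set against the other genes of the table with the cameraPR function of limma 3.58.1 in R 4.3.3, on the normal quantile of each p-value signed by the direction of change, with a preset correlation of 0.01 between genes and 2-sided p-values adjusted over the 10 lists. The fry test and a correlation estimated from the data need counts per library and were not run. Such a p-value compares genes within these libraries and covers no difference between mice. The median of each list was also placed among the medians of 10000 random lists of the same size, drawn for each member from the 100 genes nearest in log2 CPM. The count of changed genes adjusted over the list alone set members with no line at a p-value of 1.

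The genes named were fixed by a rule written before the data were examined: 9 selenoprotein genes and any other that passed the threshold, the 10 interferon-gamma genes, the 10 largest rises and the 10 largest falls among called genes, Gapdh, and acute-phase genes that passed the threshold. The part of the rule that asked for values that do not overlap between the diets could not be applied. Positions, coding sequences, GC content and UGA codons came from a GENCODE annotation of the mm9 build. Of the 7500 symbols, 96.8% had a coding transcript there, and in 97.7% of these the deposited coding length was 60 bases shorter than that of a transcript with its stop codon. Shared sequence was measured as the percent of 30-base windows of a coding sequence that occur without mismatch in another gene. The procedure that recovers the sums was tested on simulated data for 0.1 Se against 0 Se with 7500 genes. A single pair was found for 72% of genes and equalled the simulated pair in 100% of these, 77% of 200 genes changed 2-fold were called, and 11 unchanged genes were called. On simulated data for 6525 genes with a dispersion of its own for each gene, 0% gave whole sums. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for everything outside R.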

Results

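Ribosome footprints of mouse liver were compared between mice fed a selenium-deficient diet (0 Se, 2 mice, 4 libraries) and mice fed the same diet with 0.1 ppm selenium (0.1 Se, 2 mice, 4 libraries). Selenium is built into selenoproteins as selenocysteine, which is encoded by a UGA codon that otherwise ends translation. The comparison asks which genes had more or fewer ribosomes on their coding sequence when selenium was adequate. The authors' deposited table gives 1 fold change, 1 p-value and 1 abundance per gene, and values of single mice were not used here.

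The authors' deposited table covers 7500 genes of coding length 54 to 22008 bases, with a median log2 CPM of 3.95 and a range from 0.17 to 16.48. In the authors' deposited table, the gene of highest log2 CPM was Alb, with 9.14% of all counts, and the 10 most abundant genes held 23.8%. The p-values give a depth of 7469288 adjusted footprints per diet, summed over the libraries of both mice. The median standard error of the log2 fold change implied by the p-values was 0.96 at a log2 CPM of 0 to 1, 0.30 at 3 to 4 and 0.16 above 10. In the 109 genes with a log2 CPM of at least 10 it lay between 0.159 and 0.161 for every gene, because the authors' test used 1 dispersion for all genes. That dispersion is an average over genes, so these errors do not include any extra spread that a single gene showed between mice.

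Of 10398 genes tested, 107 were called changed in the authors' deposited table at an adjusted p-value under 0.05 and over 1.5-fold, 80 higher and 27 lower on 0.1 Se. An unadjusted p-value under 0.05 was found for 818 genes, against at most 520 that chance gives over this number of tests. The count moved most with the dispersion. On the recovered footprint sums, the exact test with a biological coefficient of variation of 0.2 in place of 0.11 called 18 genes, one of 0.3 called 4, and one of 0.4 called 0, where 46 genes had an unadjusted p-value under 0.05. With counting error alone it called 298. Unadjusted p-values under 0.05 numbered 306 with 0.2 and 108 with 0.3, where chance alone gives at least 328 and 338 over the genes with a line, so 0.3 and 0.4 are above the spread of the average gene. The share of called genes that were higher depended on the scaling, being 74.8% as deposited, 87.8% after centring on genes with a log2 CPM of at least 8, and 51.9% after centring on those of 4 to 6.

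**Figure D1:**
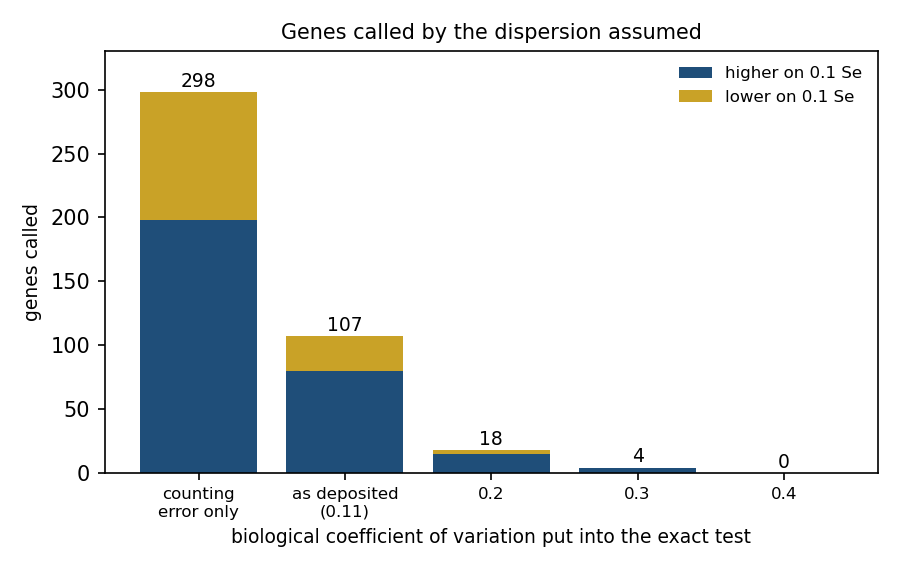
Number of genes called (vertical axis) by the biological coefficient of variation put into the exact test on the recovered footprint sums (horizontal axis), with genes higher and lower on 0.1 Se stacked in 2 colours. The count falls from 298 with counting error only to 107 as deposited, 18 at 0.2, 4 at 0.3 and 0 at 0.4.

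A change of over 2-fold was listed for 342 genes in the authors' deposited table, of which 301 were not called. Of these 301, 98.3% had a log2 CPM under 3, where 7 genes were called. Only 3 called genes rested on fewer than 10 adjusted footprints in a diet, namely Sepw1, 2700094K13Rik (Selh) and Gsta2.

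The selenoprotein genes, on which the diet acts directly, were examined first. Of the 24 genes of the list, 13 had a line in the authors' deposited table, and all 13 were higher on 0.1 Se, also after either centring. The threshold was passed by 8 of them over all tests, and by 9 when adjusted over the list alone. Gpx1 (chromosome 9, 108241607 to 108242671, mm9) rose by a log2 fold change of 1.47, or 2.78-fold, in the authors' deposited table, with an adjusted p-value of 1.1e-15 in edgeR and an implied 95% interval of 1.15 to 1.80 on the log2 scale. Its UGA is codon 47 of 201 and lies in the coding part of exon 1 of 2, at positions 108241782 to 108241784. Sepp1 (chromosome 15, 3218547 to 3230508), which carries 10 in-frame UGA codons, rose by 1.13 in the authors' deposited table, with an edgeR adjusted p-value of 3.6e-09 and an implied interval of 0.81 to 1.45.

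Sepw1 (chromosome 7, 16502557 to 16507751) had the largest rise among called genes of the authors' deposited table, a log2 fold change of 4.40 or 21.1-fold with an edgeR adjusted p-value of 0.00046. It was followed there, among called genes, by Selh, listed under 2700094K13Rik (chromosome 2, 84509375 to 84510927), with 3.83 or 14.2-fold and an edgeR adjusted p-value of 0.023. Both rested on few footprints. For Sepw1 the recovered sums were 2 adjusted footprints on 0 Se and 29 on 0.1 Se, a ratio of 14.5 with a 95% Clopper-Pearson interval of 3.67 to 125. For Selh they were 2 and 20, a ratio of 10 with an interval of 2.43 to 88.2. Both intervals lay above 1, and the size of either rise was poorly determined. With a filter at a log2 CPM of at least 3, both genes were left out.

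Selk (chromosome 14, 30781494 to 30788260) rose 2.15-fold in the authors' deposited table, with an edgeR adjusted p-value of 0.011, from 64 to 135 adjusted footprints. Txnrd1 (chromosome 10, 82296696 to 82360469) rose 1.84-fold and Sephs2 (chromosome 7, 134416075 to 134417433) 1.53-fold in the authors' deposited table, with edgeR adjusted p-values of 0.001 and 0.026. Sep15 (chromosome 3, 144233268 to 144260644), named because it passed the threshold, rose there 1.58-fold with an edgeR adjusted p-value of 0.045. Both Sephs2 and Sep15 were no longer called after centring on genes with a log2 CPM of 4 to 6. Txnrd2 (chromosome 16, 18426510 to 18479166) rose 1.90-fold in the authors' deposited table but had an edgeR adjusted p-value of 0.061 over all tests, and 0.0018 when adjusted over the list alone, and it was called with counting error alone, with a filter at a log2 CPM of at least 3, and after centring on genes with a log2 CPM of at least 8. The remaining 4 genes, Txnrd3, Msrb1 (Sepx1), Dio1 and Vimp (Sels), had log2 fold changes of 0.35, 0.26, 0.22 and 0.20 in the authors' deposited table, and their implied intervals included 0. The other 11 selenoprotein genes, Gpx4 among them, and the reference gene Gapdh had no line and were not analysed here.

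**Figure D2:**
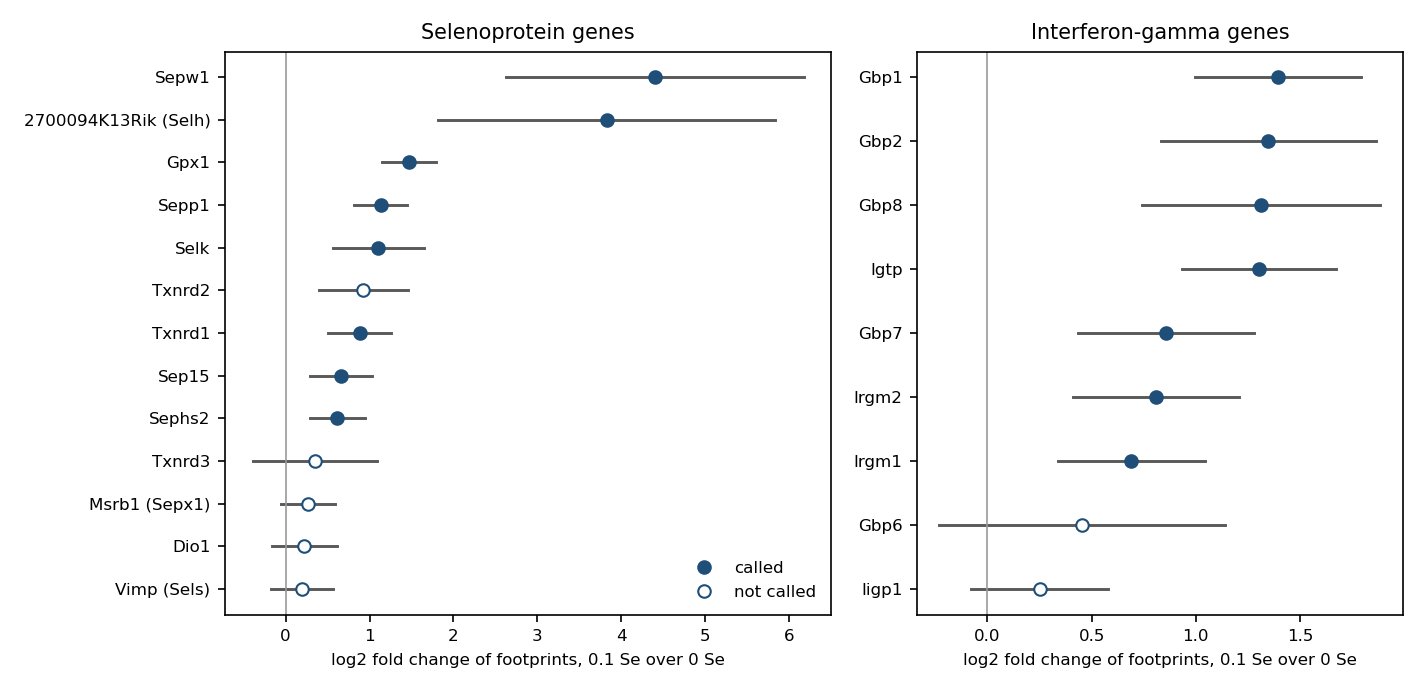
Log2 fold change of ribosome footprints, 0.1 Se over 0 Se (horizontal axis), for 13 selenoprotein genes and 9 interferon-gamma genes of the authors' deposited table, with bars for the 95% interval implied by the p-value and filled points for called genes. All points lie above 0, and the widest bars belong to Sepw1 and Selh, which rest on few footprints.

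As a set, the selenoprotein genes had a median log2 fold change of 0.88 in the authors' deposited table. None of 10000 random lists of the same log2 CPM had a median as high, 95% of them lying between -0.23 and 0.22, and the limma set test with a preset correlation gave a p-value of 1.6e-19, adjusted over the lists as are all set test p-values below. Without the 3 members that the study printed among its most changed footprint genes, it was 1.8e-11. With the 11 members that have no line set to 0, the median was 0.21, and the set test with all such genes at 0 gave 6.0e-14.

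Interferon-gamma is a cytokine that induces large GTPases, among them guanylate-binding proteins (Gbp) and immunity-related GTPases (Igtp, Irgm1, Irgm2). The study followed such genes by qPCR, and the comparison asks whether their translation differed between the diets. Of the 10 genes, 9 had a line in the authors' deposited table, all 9 were higher on 0.1 Se, also after either centring, and 7 passed the threshold, both over all tests and when adjusted over the list alone. The second count may not be independent evidence. The study turned to qPCR after comparing these libraries together with its arrays and RNA-Seq, and does not say which data decided the choice of genes. The largest rises were those of Gbp1 (chromosome 3, 142257811 to 142282143), Gbp2 (chromosome 3, 142283566 to 142300972), Gbp8 (chromosome 5, 105443172 to 105482580) and Igtp (chromosome 11, 58013058 to 58021093). Their log2 fold changes in the authors' deposited table were 1.39, 1.35, 1.31 and 1.30, with edgeR adjusted p-values of 5.3e-09, 0.00012, 0.0018 and 3.9e-09. Gbp7 (chromosome 3, 142193302 to 142213047), Irgm2 (chromosome 11, 58028530 to 58036282) and Irgm1 (chromosome 11, 48675470 to 48685185) rose by 0.86, 0.81 and 0.69 in the authors' deposited table, with edgeR adjusted p-values of 0.011, 0.011 and 0.018, and Irgm1 was no longer called after centring on genes with a log2 CPM of 4 to 6. Gbp6 and Iigp1 rose by 0.45 and 0.25 there, with edgeR adjusted p-values of 0.905 and 0.828, and Tgtp1 had no line. These genes have near-identical relatives. Of the 30-base windows of Gbp6, 83.5% also occur in another gene, mainly Gbp10, and for Gbp8 the share was 46.2%, so the values of both are uncertain. For the other 7 genes it was at most 17.7%.

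The median of the 9 genes was 0.86 in the authors' deposited table, above all 10000 random lists, of which 95% lay between -0.21 and 0.23, with a limma set test p-value of 1.9e-18. With the member that has no line set to 0, the median was 0.83. The lung interferon list, chosen on another tissue, shares 9 genes with it, 8 of them with a line. Its 14 genes with a line were all higher on 0.1 Se, with a median of 0.83 in the authors' deposited table, above all 10000 random lists, and 8 of them were called, over all tests and adjusted over the list alone. With the 4 members that have no line set to 0, the median was 0.65. The limma set test gave 8.4e-17, and 8.6e-13 without the 2 members that the study printed from these libraries.

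Acute-phase genes are liver genes that respond to inflammation, many of them induced by interleukin-6. The products of most genes of the list, though not of all, enter the blood. Of 27 with a line, 25 were higher and 2 lower on 0.1 Se in the authors' deposited table, and the counts were 26 and 1 after centring on genes with a log2 CPM of at least 8 and 23 and 4 after centring on those of 4 to 6. The median was 0.41, above all 10000 random lists, of which 95% lay between -0.20 and 0.08, and the limma set test gave 6.4e-21, or 1.5e-09 without the 3 members that the study printed. With the 3 members that have no line set to 0, the median was 0.38. The threshold was passed by 8 genes over all tests and by 9 when adjusted over the list alone. Saa1 (chromosome 7, 53995871 to 53998350) and Saa2 (chromosome 7, 54007203 to 54009684) rose by 2.36 and 2.18 in the authors' deposited table, with edgeR adjusted p-values of 4.3e-30 and 6.8e-17. They share 34.3% and 28.2% of their windows with another gene, mainly each other. Reads from such windows have no unique place, so both values rest on the remaining sequence and are less certain. Fgl1 (chromosome 8, 42276788 to 42300510) rose by 1.73 in the authors' deposited table, with an edgeR adjusted p-value of 1.7e-21, and shares 0% of its windows. The other 5 called acute-phase genes, Lcn2, Saa3, Saa4, Steap4 and Apcs, had log2 fold changes of 1.35, 1.13, 0.72, 0.67 and 0.60 in the authors' deposited table, and Saa3, Steap4 and Apcs were no longer called after centring on genes with a log2 CPM of 4 to 6.

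**Figure D3:**
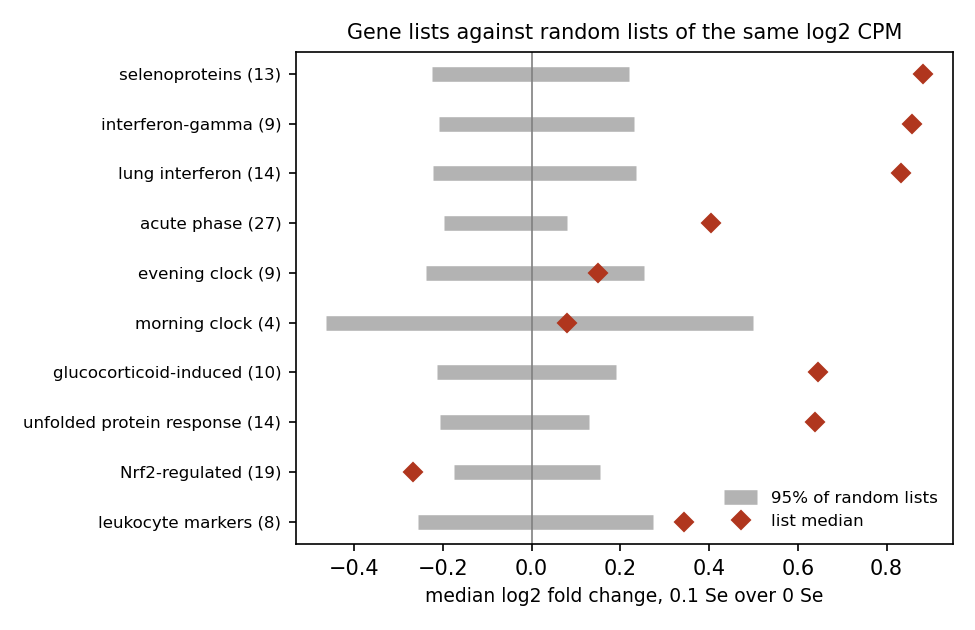
Median log2 fold change, 0.1 Se over 0 Se (horizontal axis), of each gene list in the authors' deposited table (diamonds, with the number of genes with a line in brackets) and the middle 95% of medians of 10000 random lists of the same log2 CPM (grey bars). The selenoprotein, 2 interferon and acute-phase lists lie above their bars, at 0.88, 0.86, 0.83 and 0.41, as do the glucocorticoid-induced genes, the unfolded protein response genes and the leukocyte markers, at 0.65, 0.64 and 0.34. The Nrf2-regulated list lies below its bar, and both clock lists lie inside theirs.

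Among all called genes, the 10 largest rises in the authors' deposited table were those of Sepw1, Selh, Gm4841, Zbtb16, Saa1, Saa2, Gbp10, Pus3, Fgl1 and Creld2. Gm4841 (chromosome 18, 60427959 to 60432926) and Zbtb16 (chromosome 9, 48462416 to 48644050) rose by 2.76 and 2.66 there, with edgeR adjusted p-values of 5.5e-15 and 4.4e-17. Their recovered sums were 28 and 174 adjusted footprints for Gm4841 and 38 and 225 for Zbtb16, on 0 Se and 0.1 Se. Of the windows of Gm4841, 30.6% occur in another gene, so its value is uncertain. With Saa1 and Saa2, they were the 4 genes still called at a biological coefficient of variation of 0.3. Gbp10, Pus3 and Creld2 rose by 2.09, 1.74 and 1.68 in the authors' deposited table. Gbp10 shares 77.4% of its windows with another gene, and Pus3 rested on 14 and 46 adjusted footprints.

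Among called genes, the 10 largest falls in the authors' deposited table were smaller, from 0.87 to 2.30 on the log2 scale. Gsta2 (chromosome 9, 78178825 to 78203595) fell by 2.30 and Cyp26a1 (chromosome 19, 37772298 to 37776018) fell by 2.05 in the authors' deposited table, with edgeR adjusted p-values of 0.0011 and 1.7e-06. Gsta2 went from 43 adjusted footprints on 0 Se to 8 on 0.1 Se, and 88.8% of its windows occur in another gene. Cyp26a1 went from 89 to 20. Slc25a25 fell by 1.32, Pctp fell by 1.31, Ppp1r10 fell by 1.22 and Mup10 fell by 1.11 in the authors' deposited table, where Tsc22d1 fell by 0.98, Hamp2 fell by 0.97, G6pc fell by 0.90 and Cyp2a5 fell by 0.87. Of the windows of Mup10, Cyp2a5 and Hamp2, 93.4%, 58.8% and 27.1% occur in another gene, so these values are uncertain.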

Values the study reported

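In its ribosome footprints, the study reported a fold change of 21.139 for Sepw1, 14.186 for SelH and 2.776 for Gpx1 in mice on 0.1 Se relative to 0 Se. In RNA-Seq of liver it gave 4.274 for Sepw1 and 3.794 for SelH. For the part of the coding sequence after the UGA alone, footprint density was reported to rise 15-fold for Gpx1, 13-fold for Sepx1, 6-fold for Sepw1 and 5-fold for Sephs2. The selenium concentration of liver was given as 0.1065 µg/g on 0 Se and 1.0830 µg/g on 0.1 Se.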

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

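The alternatives on the fold-change threshold were planned before the data were examined, and all others in this part were chosen after seeing the data. The alternatives fixed beforehand that need counts per library (other normalizations and count filters, other count tests, each mouse left out in turn, the first or the second library of each mouse alone, every library as a sample, the fry test, an estimated correlation, and the agreement between mice) were not run. No paired analysis was possible because the mice of the 2 diets carry different numbers and the authors' deposited table holds no value per mouse.

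With a 2-fold threshold, 41 genes were called in place of 107, with 5 selenoprotein genes in place of 8 and 4 interferon-gamma genes in place of 7. Dropping the fold threshold added 1 gene, Cyp7b1, which fell 1.49-fold. A Bonferroni adjustment left 34 genes, 4 selenoprotein genes and 3 interferon-gamma genes. These settings move the threshold alone.

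The dispersion mattered most. The exact test on the recovered sums with counting error alone called 298 genes, the 107 among them. With a biological coefficient of variation of 0.2 it called 18, all among the 107, with 2 selenoprotein genes (Gpx1 and Sepw1) and 2 interferon-gamma genes (Gbp1 and Igtp). With 0.3 it called 4 genes, with 0 selenoprotein and 0 interferon-gamma genes. With 0.4 it called 0 genes in all, 0 selenoprotein and 0 interferon-gamma genes. At an unadjusted p-value under 0.05 the exact test with 0.2 gave 306 genes, 9 selenoprotein and 7 interferon-gamma genes, the counts of both lists as deposited, with 0.3 gave 108 genes, 5 selenoprotein and 4 interferon-gamma genes, and with 0.4 gave 46, 3 and 3. Chance alone gives at least 328, 338 and 338 over the genes with a line, with an SD of 18 if genes were independent, so 0.3 and 0.4 exceed the spread of the average gene, and 0.2 is not excluded by this. The coefficient of single genes between mice was not tested, since it needs counts per mouse. The value of 0.11 holds over all genes and was recovered from the authors' p-values. It would be 0.156 if each diet entered as 4 libraries.

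Filtering at a log2 CPM of at least 3 leaves out 7 called genes. Adjusted again over the 4998 genes kept and the 2898 tests without a line, whose log2 CPM is unknown, it called 107 genes, 100 of them also called as deposited, with 7 selenoprotein genes (Txnrd2 gained, Sepw1 and Selh left out) and 7 interferon-gamma genes. Over the 4998 alone it called 127. Centring on 402 genes with a log2 CPM of at least 8, whose median fell by 0.10, called 148 genes, 130 higher and 18 lower, with 98 of the 107 among them. Centring on 2329 genes of 4 to 6, whose median was 0.08, called 108, 56 higher and 52 lower, with 83 of the 107 among them. The split between higher and lower calls therefore depended on shifts of under 0.1 on the log2 scale. Either median was taken over genes with a line, and tested genes of high p-value, which have none, would bring it closer to 0. Of the 38 called genes that the naming rule selected, 38 were kept with counting error alone, 14 at a coefficient of 0.2, 4 at 0.3 and 0 at 0.4, 21 with the Bonferroni adjustment, and 32 with the centring on genes of 4 to 6, where Sephs2, Sep15, Irgm1, Saa3, Apcs and Steap4 were lost.

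In the set tests, with p-values adjusted over the lists, 52 of 57 alternatives over the 10 lists left a list on the same side of 0.05 with the same direction. The leukocyte markers passed at 0.025 with the preset correlation of 0.01 and no longer did at a correlation of 0.1, with a filter at a log2 CPM of 3, or with genes that have no line set to 0, where the values were 0.078, 0.095 and 0.134. The evening clock genes passed at 0.0047 and no longer did with ranks, at 0.054. The morning clock genes changed direction with the filter at a log2 CPM of 3, with an adjusted p-value of 0.999. The selenoprotein, interferon-gamma, lung interferon and acute-phase lists kept their direction and their side of the threshold under every alternative run on them. Depth limits single genes more than lists: below a log2 CPM of 2 the median standard error was 0.68.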

Other observations

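All tests in this part were chosen after the fold changes had been seen. The gene lists were written before the data were examined, apart from the genes of glucose production and 5 genes of immune cells. None of them covers a difference between the mice of a diet. That explanation applies to every difference between the diets below. It stays open because calls dropped from 107 to 18 when the biological coefficient of variation was set to 0.2 in place of the shared 0.11. The value of 0.11, recovered from the authors' p-values, is an average over genes that does not show how much a called gene varied. Since 2 mice stand behind each diet, a single mouse with an inflamed liver might give the rises in interferon, acute-phase and unfolded protein response genes. For interferon genes, the study reported rises by qPCR in more mice, in liver and lung, with most Gbp rises significant. A single mouse is thus a less likely source of the whole interferon rise, but may still have shaped the values here. The study also described variable interferon responses among mice given adequate selenium. Its qPCR did not cover acute-phase or unfolded protein response genes. The high correlation it reported between replicates is over all genes.

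Abundant genes had nearly equal standard errors. A candidate explanation is one dispersion shared by all genes in the authors' test, and 100% of the 6507 genes tested gave a p-value that this dispersion and a pair of whole sums produce, against 0% after the p-values were changed by 0.01%. A gene whose footprints varied more between mice than the average gene was thus given the same error as the others. The adjusted p-values of inducible genes such as Saa1, Lcn2 or Gsta2 may be too small for this reason, which the table cannot show.

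The fold change of Sepw1 in the authors' deposited table was 21.1. That is higher than the value for the part after the UGA quoted from the study above, although the UGA of Sepw1 is codon 13 and 100% of the codons counted in the deposited table lie after it. The difference was not tested. Few footprints on 0 Se may explain why Sepw1 stood first among called genes, since the recovered sum was 2, which allows a ratio from 3.67 to 125. Gpx1 had a fold change of 2.78 in the authors' deposited table, and 83% of its counted codons lie after the UGA. That is lower than the value quoted for the part after the UGA. The linear fold change of Sepx1, listed as Msrb1 in the authors' deposited table with 18.6% of counted codons after the UGA, was lower than the quoted value too. Sephs2 had a fold change of 1.53 in the authors' deposited table, with 89.1% of counted codons after the UGA. That is also lower than the quoted value. Footprints before and after the UGA were not analysed here, so the choice of region may account for the differences of Gpx1, Sepx1 and Sephs2.

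If selenium lessened termination at the UGA, genes with more of their counted sequence after it might have risen more. Over the 10 selenoprotein genes with a transcript of the deposited length, the log2 fold change of the authors' deposited table and the share of counted codons after the UGA had a Spearman's rho of 0.60 with a permutation p-value of 0.0746 and a Pearson's r of 0.56 with a permutation p-value of 0.086. Without Sepw1 and Selh, exact permutation gave a rho of 0.40 with a p-value of 0.332 and an r of 0.44 with a p-value of 0.266. Adjusted over these 4 tests, no p-value was under 0.17. The correlation is across genes, which are not independent replicates, and 10 genes are too few to decide. Txnrd1, Txnrd2 and Txnrd3 had no transcript of the deposited length and were left out. Their log2 fold changes of 0.88, 0.93 and 0.35 are therefore not covered by it. Selk, with 0% of its counted codons after the UGA, was called too, so at least its rise needs another explanation. More mRNA is a candidate, since the study's liver RNA-Seq placed Selk among the selenoprotein mRNAs that responded most to selenium. Levels of mRNA were not analysed here.

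Several technical explanations of the rise of interferon-gamma genes were weighed. More leukocytes in the liver as the whole cause stays open. Of the 8 leukocyte markers with a line, 7 were higher, and their median in the authors' deposited table was 0.34. The medians of the lists differed by 0.51 on the log2 scale, with an exact permutation p-value of 0.0119, or 0.024 adjusted over 2 such tests. The most abundant markers with a line, Clec4f and Cd5l, had log2 CPM values of 8.09 and 6.80 and rose by 0.34 and 0.35 there. The other 12 markers had no line, and with these set to 0 the median of the list was 0. The 8 leukocyte markers with a line stood at percentile 99.5 of random lists. Genes of macrophages and antigen-presenting cells that the marker list leaves out, chosen after their values were seen, were called. Their log2 fold changes in the authors' deposited table were 0.86 for H2-Ab1, 0.83 for Ctss, 0.80 for H2-Aa, 0.79 for Mpeg1 and 0.67 for Cd74, near the median of the interferon-gamma genes. Because these genes were chosen after their values were seen, neither their calls nor this nearness tests the explanation. Footprints of whole liver also cannot tell more such cells from more footprints of these genes in each cell. Shared footprints are argued against by the 7 members with under 20% shared windows, whose median of 0.86 stood at percentile 100. GC content and coding length are argued against by percentile 100 among random lists matched on both. The choice of members by the study on these libraries is argued against as the whole cause by the lung interferon list, ranked on another tissue. All 14 of its genes with a line were higher, and their median stood at percentile 100. Without the 2 members printed from these libraries, its set test p-value was 8.6e-13. For the interferon-gamma list without its 2 printed members, that p-value was 8.8e-12. The other 7 were also the study's choice for qPCR, but all 7 are in the lung list. The 5 lung-list genes that the study neither measured by qPCR nor printed from these libraries were all higher. Their median of 0.61 in the authors' deposited table stood at percentile 96.2, inside the middle 95% of random lists, so these 5 alone do not decide. An effect of the diet stays open beside differences between mice.

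Unfolded protein response genes, which serve protein folding in the endoplasmic reticulum, were all 14 higher on 0.1 Se in the authors' deposited table, also after either centring, with a median of 0.64 above all 10000 random lists and a set test p-value of 1.8e-18, adjusted over the lists as are those below. Creld2 rose most among the 7 called ones, by 1.68. GC content or coding length, at percentile 100 of random lists matched on both, and the choice of members by the study, with a set test p-value of 1.3e-13 without the 1 member it printed, were argued against. As most of the acute-phase genes encode secreted proteins, a higher secretory load is a possible explanation, which was not tested. Adjusted over the list alone, 8 unfolded protein response, 5 glucocorticoid-induced, 5 Nrf2-regulated and 2 evening clock genes passed the threshold, against 7, 4, 4 and 2 over all tests, and 0 morning clock genes and 0 leukocyte markers did either way.

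Glucocorticoid-induced genes had a median of 0.65 with 9 of 10 higher, and 8 of 10 after centring on genes with a log2 CPM of 4 to 6. The set test p-value was 9.5e-15. It was 0.00688 without the 3 members that the study printed, which argues against their choice as the whole cause, but shows that Zbtb16, Lpin1 and Fkbp5 carry most of it. With lines missing for 3 members set to 0, the median was 0.16. A hormonal or feeding difference at the time of killing would be a candidate source. Among genes of glucose production, chosen after their values were seen, Pck1 and Tat rose by 0.16 each in the authors' deposited table, while Igfbp1 fell by 0.25 and G6pc fell by 0.90, which is no common direction. Of the evening clock genes, Per1 and Gm129, also named after their values were seen, were called, with rises of 2.05-fold and 2.30-fold in the authors' deposited table. If livers had been taken at another time of day, evening and morning clock genes could be expected to move apart. Their medians were 0.15 at percentile 79.9 and 0.08 at percentile 59.8, and the difference had an exact permutation p-value of 0.769. The set test gave 0.0047 for the 9 evening genes and 0.668 for the 4 morning genes, so the time of killing cannot be told apart from an effect of the diet with so few genes. Per1 belongs to both the evening clock and the glucocorticoid lists.

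Nrf2-regulated genes, which respond to oxidative stress, went the other way. Of 19 genes, 15 were lower on 0.1 Se in the authors' deposited table, and 14 after centring on genes with a log2 CPM of at least 8, where Gsta3 changed sign. The median fell by 0.27 and the set test p-value was 3.4e-05, or 0.0051 without the 2 members that the study printed. Txnrd1, which is in this list and is a selenoprotein, rose. The lean of abundant genes is argued against by percentile 0.01 among random lists of the same log2 CPM, and GC content or coding length by percentile 0.04 among those matched on both. Shared footprints, which are common in the Gsta, Gstm and Cyp2a families, are argued against by the 8 other members with no shared window, all 8 of them lower, whose median fell by 0.30 and stood at percentile 0.64. A hypothesis is that the Nrf2 response was lower when selenium was adequate. Only 3 members, Gsta2, Ces1g and Cyp2a5, were called as lower.

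Abundant genes leaned towards lower values on 0.1 Se. Of 402 genes with a log2 CPM of at least 8, 33.3% were higher in the authors' deposited table, against 53% of 2329 genes of 4 to 6. The share was 48.6% at 0 to 2, 52.8% at 2 to 4 and 47.9% at 6 to 8, so the class of 4 to 6 had the highest. A single scaling factor would move the class of 4 to 6 and that of at least 8 the same way. These classes lay on opposite sides of an even split, with a Fisher's exact p-value of 3.0e-13 across genes. GC content is argued against by the difference within each of 5 classes of GC content, the smallest of which was 13.6 percentage points. Across genes the log2 fold change had a Spearman's rho of -0.04 with GC content. A shift of ribosomes away from the most abundant transcripts or a difference between mice may lie behind this, and neither was tested.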
